A study of Mus musculus with 5 samples. Its data were reported in "2′–5′ oligoadenylate synthetase‑like 1 (OASL1) protects against atherosclerosis by maintaining endothelial nitric oxide synthase mRNA stability" (2022).

How the data were processed

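Single cells of the aortic arch of atherosclerotic mice were profiled by droplet 3′ RNA sequencing in 5 libraries, each prepared from pooled mice. By the labels, 2 libraries came from Apoe-/- mice and 3 from Oasl1-/-Apoe-/- mice. The authors mapped the reads to mm10 with Cell Ranger, kept cells by their number of genes and their mitochondrial share with Seurat, and removed doublets with DoubletFinder, so no doublet caller was run here. The deposited values are the natural log of 1 plus unique molecular identifiers (UMIs) per 10000 UMIs of the cell, as the authors made them with Seurat, and they are neither scaled nor batch-corrected. The table holds 16498 genes and 18260 cells. Its cells had at least 201 genes and at most 9.99% mitochondrial UMIs.

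Undoing the log gave values that summed to 10000 in every cell, with a largest difference of 0.00344. Dividing them by the smallest value of the cell gave whole numbers within a tolerance of 0.01 for 100% of the values, and these were taken as the UMIs of the cell. Values per 10000 UMIs are called CP10K. In each library the number of genes with a UMI in exactly 2 cells was far below that in exactly 3 cells (in Apoe-/- replicate 1, 115 against 409 genes, and in replicate 3 labelled Oasl1-/-Apoe-/-, 107 against 446). Genes seen in fewer than 3 cells of a library were therefore taken to have been set to 0 in that library before deposit, with the few exceptions left by the later removal of cells. For a gene at 0 in all cells of a library, only that it was listed at 0 is stated, and no limit or fold is given. Of the gene symbols, 16324 (98.9%) were matched to GENCODE mouse release 21 on GRCm38 (mm10), from which identifiers and coordinates were taken.

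The study's own cell annotation was not used here, so cell types were rebuilt. The 2000 most variable genes in 20 bins of mean, among genes with a UMI in at least 10 cells, were scaled with a limit of 10, and 12 principal components were taken. A graph of 20 neighbours, weighted by shared neighbours with a least weight of 0.0667, was partitioned by the Leiden algorithm at resolution 1 with 5 iterations and seed 1, with no correction by library. A cluster was named from fixed marker lists, if at least 3 markers of a type were at least 2-fold above the other clusters (offset 0.1 CP10K) and present in at least 10% of its cells. A cluster stayed unnamed if markers of another type led its 10 top genes, or if its cells had a median of under 1 part in 3 of their library's UMIs and no own marker among those genes. After the data were seen, 5 details were set: the resolution, the unweighted mean of the other clusters as background, the reading of Rgs5 as a smooth muscle gene rather than a pericyte gene, the removal of the fibroblast name from clusters led by at least 3 cartilage genes, and the splitting of a mixed endothelial cluster by sub-clustering. This gave 23 clusters, of which 17 were named and 6 were not. Differences from the study may come from these rebuilt names. Endothelial cells were clustered again with 6 components. Since each of the 10 sub-clusters had genes that differed between the groups among its 10 top genes, shares are reported for 12 sub-clusters made without the 291 genes that differed, which were still ranked as top genes.

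The library was the replicate, since cells of a library are not independent. For each library and cell type with at least 20 cells in every library, the mean CP10K per gene was taken, and log2(mean CP10K + 0.05) was tested with limma (lmFit, then eBayes with trend) for genes with a mean over libraries of at least 0.05 CP10K. Genes with a Benjamini-Hochberg adjusted p under 0.05 were counted as past the threshold. Log2 differences are on this scale, which understates the changes of low genes, and are given as libraries labelled Oasl1-/-Apoe-/- minus Apoe-/- libraries. Gene lists were tested with camera (inter-gene correlation 0.01), beside camera with an estimated correlation and fry. Shares were compared by an exact two-sided permutation test over the 10 splits of the 5 libraries, whose smallest p is 0.1, with Benjamini-Hochberg adjustment over the types, so no share comparison in this design can pass 0.05. Shares of cells with a UMI are given with Wilson 95% confidence intervals. They are also given with each cell thinned to 1000 UMIs, which left out 245 cells of the Apoe-/- libraries and 311 of the libraries labelled Oasl1-/-Apoe-/-. Limits for counts of 0 are 3 counts of the total, and intervals and limits cover counting error only.

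The tests, the 7 gene lists, the marker lists, the gene naming rule and most alternatives were fixed before the data were examined. The text names Oasl1, Apoe, Nos3, a fixed set of adhesion and proinflammatory genes and sex genes, any member of a fixed list past the threshold, and the 5 genes with the largest log2 difference in each direction among those past the threshold with no overlap between the groups' libraries. Other genes are named as chosen after their values were seen. Both endothelial panels were named by the study for sub-clusters of these libraries whose shares it found to differ. Neither panel is therefore independent evidence.

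The alternatives were other pseudocounts (0.01 and 0.5 CP10K), no filter on low values or a mean of at least 0.5 CP10K, quantile normalization, the mean of the deposited log values, limma-voom on summed recovered UMIs, leaving out each library, the replicate number as a block, other clustering resolutions (0.5 and 2), a correction of the components by library (30 k-means groups, 5 rounds), only cells of at least 1000 UMIs, cells other than smooth muscle cells as denominator, 12 components for endothelial cells, other definitions of endothelial cells (no UMI of 7 leukocyte and smooth muscle genes, or a UMI of at least 2 of 3 endothelial markers in any cluster) and libraries reweighted to the same cell type shares. Alternatives added after seeing the data were replicates 2 and 3 labelled Oasl1-/-Apoe-/- taken as 1 library, all cells of the endothelial clusters, the low-UMI cluster counted with leukocytes, reweighting and the filters for the gene lists, panels, Nos3 and adhesion genes, sub-clustering without differing genes, and the gene fits' alternatives for Oasl1 and Apoe.

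The steps were tested on simulated data. In 5 simulated comparisons of 2 against 3 libraries over 9475 genes with the spread of endothelial cells, of 200 changed genes per run the test called 2.44% of those changed by 0.5 on the log2 scale, 25.0% of those changed by 1 and 79.9% of those changed by 2. Of the calls, 0.815% were unchanged genes. A list of 14 genes shifted by 0.5 had an unadjusted camera p under 0.05 in 5 of the 5 runs, and an unshifted list in 0. The simulated genes varied independently of each other, so this does not give the error rate for lists of genes that move together. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1 were used.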

Results

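The data comprised 5 single-cell RNA libraries of mouse aortic arch, 2 from Apoe-/- mice and 3 from mice labelled Oasl1-/-Apoe-/-, in which a gene of the interferon-induced oligoadenylate synthetase family had been targeted on the background that makes mice prone to atherosclerosis. The Apoe-/- libraries held 4078 and 4338 cells, and the libraries labelled Oasl1-/-Apoe-/- held 3404, 3212 and 3228 cells, together 18260 cells. This total is lower than the one the study states, although all cells in the table have the numbers of genes and mitochondrial shares that its filters ask for. The recovered UMIs summed to 19813039 and 19791847 in the Apoe-/- libraries and to 17817797, 16959976 and 18128877 in the libraries labelled Oasl1-/-Apoe-/-. Median UMIs per cell were 4757 and 4495 against 4883, 4951 and 5186.5, and median genes per cell were 1793 and 1727 against 1798.5, 1822.5 and 1862. The median mitochondrial share was 4.91% and 5.0% against 4.03%, 3.95% and 3.90%. The 50 most abundant genes took 28.2% and 28.1% of the UMIs against 26.8%, 26.5% and 26.4%. The comparison asks how aortic cells differ when Oasl1 is lost, with Nos3 in endothelial cells as the study's central gene.

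The targeted genes were examined first in every library. Oasl1 (ENSMUSG00000041827, GRCm38 chromosome 5, 114923240 to 114937915, plus strand) had 27 and 16 UMIs in the Apoe-/- libraries and 299, 257 and 315 UMIs in the libraries labelled Oasl1-/-Apoe-/-. Its mean CP10K was 0.0145 and 0.00854 against 0.169, 0.163 and 0.198. The mean rose from 0.0115 ± 0.00422 (SD, n = 2) to 0.176 ± 0.0187 (SD, n = 3), a log2 difference of 1.88 (SE 0.0894) with a limma adjusted p of 1.6e-07. The transcripts of the targeted gene were thus higher, not lower, in the libraries labelled Oasl1-/-Apoe-/-. The study's targeting removed the promoter and exon 2 (114923410 to 114923609 in the transcript with 7 exons). A 3′ library tags the last exon (114936918 to 114937912), which lies outside the deleted part, so these UMIs do not show whether exon 2 is present. Loss of the promoter might lower them, yet they were higher in the labelled libraries. Since exon 2 was not read, they settle neither the deletion nor the labels. Some genes near Oasl1 on chromosome 5 also differed, as given below. Without variants they do not show which group carries the targeted allele. No other value in the table tests the genotype, and each direction given here rests on the labels. The alternative that moved the log2 difference most was limma-voom on summed UMIs, with 3.94.

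Apoe (ENSMUSG00000002985, chromosome 7, 19696109 to 19699188, minus strand) had a mean of 0.162 ± 0.0221 CP10K (SD, n = 2) in the Apoe-/- libraries and 0.166 ± 0.0111 CP10K (SD, n = 3) in the libraries labelled Oasl1-/-Apoe-/-, a log2 difference of 0.03 that was smaller than the spread between libraries (limma adjusted p 0.772). Its tags cannot be placed relative to the disrupted part either. In endothelial cells Apoe had 1.24 ± 0.106 CP10K (SD, n = 2) against 1.03 ± 0.0765 CP10K (SD, n = 3), a log2 difference of −0.25 (limma adjusted p 0.587). The Y-linked genes Ddx3y, Uty and Eif2s3y were found in every library, with Ddx3y at 0.726 ± 0.0288 CP10K (SD, n = 2) against 0.680 ± 0.0235 CP10K (SD, n = 3). None of the 3 was past the threshold in the whole aorta by limma, Kdm5d was below the filter there, and Xist was not among the genes of the table.

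Within the Apoe-/- libraries, 43 Oasl1 UMIs were found, of which 22 were in macrophages and 9 in monocytes. A UMI was found in 2.85% of Apoe-/- macrophages (Wilson 95% interval 1.79 to 4.52, 596 cells), 3.57% of monocytes (1.82 to 6.89, 224 cells) and 2.04% of dendritic cells (0.696 to 5.83, 147 cells, 3 UMIs). Cycling leukocytes (2.70%, 0.479 to 13.8, 37 cells) and neutrophils (2.38%, 0.422 to 12.3, 42 cells) had 1 UMI each. Smooth muscle cells, taken as the background, had 0.0196% (0.00345 to 0.111, 5115 cells) at a median of 4779 UMIs per cell, against medians of 6432 in macrophages, 3786 in monocytes and 4331 in dendritic cells. Endothelial cells had 0.261% (0.0716 to 0.947, 766 cells, 3 UMIs) at a median of 2787 UMIs, an interval that overlapped that of smooth muscle cells. So few UMIs do not decide whether Oasl1 lay above background in endothelial cells at this depth. NK/T cells had 0 of 209 cells with a UMI, an interval up to 1.80%, at a median of 1728 UMIs. Thinned to 1000 UMIs per cell, the share was 0.336% in macrophages, 0% in monocytes, 0.704% in dendritic cells and 0% in endothelial cells. The mean was 0.0719 ± 0.00624 CP10K in macrophages and 0.0113 ± 0.0160 CP10K in endothelial cells (SD, n = 2).

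In the libraries labelled Oasl1-/-Apoe-/-, the shares with an Oasl1 UMI were 23.2% of macrophages (21.2 to 25.2, 1758 cells), 16.1% of monocytes (12.5 to 20.6, 310 cells), 14.6% of dendritic cells (10.8 to 19.5, 253 cells) and 1.86% of endothelial cells (1.09 to 3.16, 698 cells), with 0.129% (0.0551 to 0.302, 3877 cells) in smooth muscle cells as background, below each of these intervals. The median depths were 5769.5 UMIs in macrophages, 3467 in endothelial cells and 5031 in smooth muscle cells. The endothelial cells included a sub-cluster with macrophage genes, given below, of 9, 9 and 6 cells in these libraries. Whether the endothelial Oasl1 UMIs lay in those cells was not tested. Over all cells the share was 5.85% against 0.428% in the Apoe-/- libraries, and 1.41% against 0.0367% after thinning. In endothelial cells Oasl1 was below the filter for testing, with means of 0.0113 ± 0.0160 CP10K (SD, n = 2) against 0.0395 ± 0.00974 CP10K (SD, n = 3). The paralog Oasl2, named after its values were seen, was also higher in the whole aorta, with a log2 difference of 1.82 (limma adjusted p 9.1e-07).

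**Figure D1:**
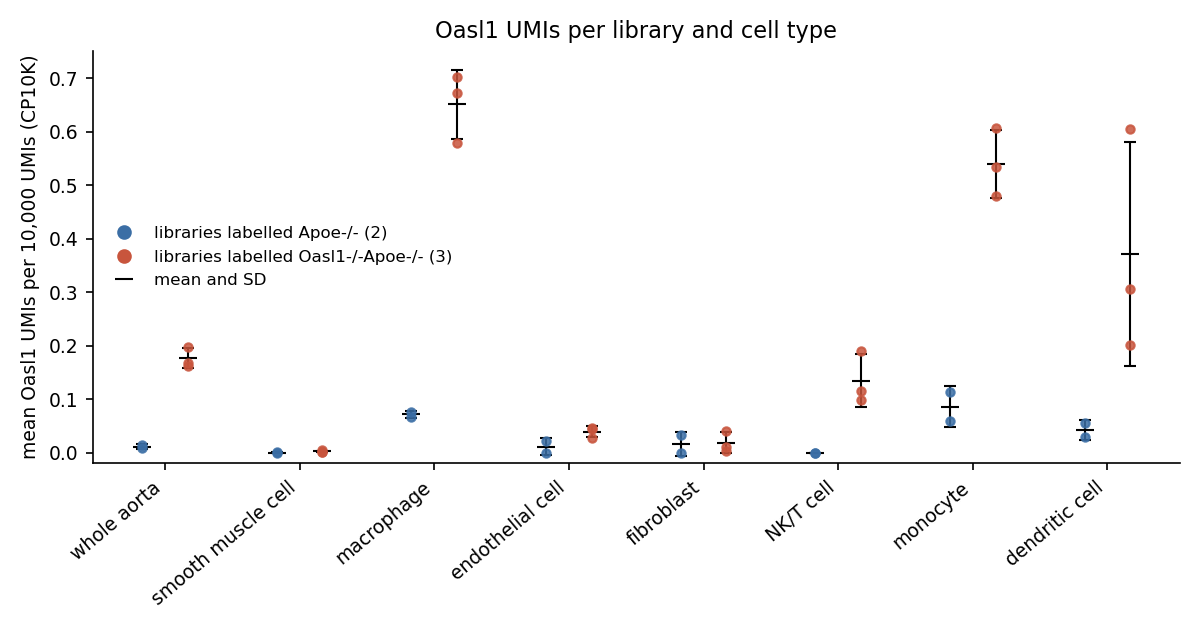
Mean Oasl1 UMIs per 10000 UMIs (CP10K) in each library, for the whole aorta and each cell type with at least 20 cells in every library, with the mean and SD of each group. In macrophages the mean was 0.0719 in the Apoe-/- libraries and 0.651 in the libraries labelled Oasl1-/-Apoe-/-.

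Cell type shares were compared between the groups as percentages of all cells of a library, to ask whether the makeup of the aorta differed by genotype label. Smooth muscle cells made up 60.7% ± 1.60 (SD, n = 2) of the cells in the Apoe-/- libraries and 39.4% ± 0.300 (SD, n = 3) in the libraries labelled Oasl1-/-Apoe-/-. The correction by library before clustering moved this difference most, from −21.4 to −19.9 percentage points. Macrophages rose from 7.09% ± 0.175 to 17.9% ± 1.11, fibroblasts from 3.06% ± 0.285 to 8.88% ± 0.503 and NK/T cells from 2.49% ± 0.361 to 5.22% ± 0.318 (SD, n = 2 and 3). Endothelial cells were at 9.11% ± 0.196 against 7.09% ± 0.630 and B cells at 0.976% ± 0.0762 against 0.506% ± 0.0764. Monocytes were at 2.67% ± 0.285 against 3.15% ± 0.155, dendritic cells at 1.74% ± 0.243 against 2.57% ± 0.283, neutrophils at 0.501% ± 0.0891 against 0.731% ± 0.0700 and cycling leukocytes at 0.442% ± 0.103 against 1.72% ± 0.213. Cycling fibroblasts were at 0.130% ± 0.0111 against 0.456% ± 0.159. Lymphatic endothelial cells were 0 of 8416 cells of the Apoe-/- libraries, which allows up to 0.0356%, and 0.284% ± 0.00827 of the cells in the libraries labelled Oasl1-/-Apoe-/-. In each of these 12 types the libraries of the groups did not overlap. The exact permutation p was 0.1 for all types but cycling fibroblasts (0.2), with adjusted values of 0.109 and 0.2, and 0.1 is the smallest p that 2 against 3 libraries can give.

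The macrophage class held 3 clusters whose weights differed between the groups. A cluster led by Gpnmb, Fabp5 and Lpl held 60.7% of Apoe-/- macrophages and 27.5% of those labelled Oasl1-/-Apoe-/-, a cluster led by Fcrls, Cd72 and Cd14 held 37.1% and 39.4%, and a cluster led by the interferon and chemokine genes Ccl12, Ccl8, Ccl7, Cxcl9, Rsad2 and Cxcl10 held 2.18% and 33.1%. Genes leading the last of these differed between the groups, as did Fabp5 in the first. The cluster sizes are therefore given as makeup and not compared as results. Of endothelial cells, a cluster led by Ptprb, Ramp2 and Gkn3 held 84.1% and 73.2%, and a cluster whose leading genes included Ctla2a, Gpihbp1 and Sprr1a held 15.9% and 26.8%. A smooth muscle cluster had the stress-responsive genes Arc and Egr1 among its leading genes, and the fibroblast clusters had the immune genes Lcn2 and C3. Clusters without a name held 11.1% ± 0.281 (SD, n = 2) of the cells of the Apoe-/- libraries and 12.1% ± 0.654 (SD, n = 3) of those labelled Oasl1-/-Apoe-/- (exact permutation p 0.2). They included a low-UMI cluster nearest to macrophages (3.34% and 4.01%), a cluster led by Saa3 and Lcn2 (3.38% and 3.67%), one led by haemoglobin genes (3.43% and 2.07%), one led by the cartilage genes Col2a1 and Acan (0.203% and 1.35%), one led by the interferon genes Ifit1 and Ifit3 (0.0836% and 0.792%) and an endothelial sub-cluster (0.621% and 0.243%). The haemoglobin and interferon clusters were nearest to smooth muscle cells, with 6 smooth muscle markers each. They stayed unnamed because of haemoglobin genes among their leading genes, and were not counted as smooth muscle cells. The interferon cluster held 4 and 3 cells of the Apoe-/- libraries and 27, 24 and 27 of those labelled Oasl1-/-Apoe-/-. Genes leading several of the unnamed clusters differed between the groups, so their sizes are makeup as well.

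Leukocytes together, which the study set against smooth muscle cells, made up 15.9% ± 0.846 (SD, n = 2) of the cells in the Apoe-/- libraries and 31.8% ± 0.95 (SD, n = 3) of those in the libraries labelled Oasl1-/-Apoe-/-, with no overlap (exact permutation p 0.1, the smallest possible). Taken as a percentage of cells other than smooth muscle cells, which moved the difference most, leukocytes were 40.5% ± 0.507 against 52.4% ± 1.33. On that denominator, macrophages were 18.1% against 29.5% and fibroblasts 7.79% against 14.6%, while endothelial cells were 23.2% against 11.7% and B cells 2.48% against 0.835%. Monocytes (6.79% against 5.19%), dendritic cells (4.45% against 4.23%) and neutrophils (1.27% against 1.21%) no longer lay higher in the libraries labelled Oasl1-/-Apoe-/-.

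**Figure D2:**
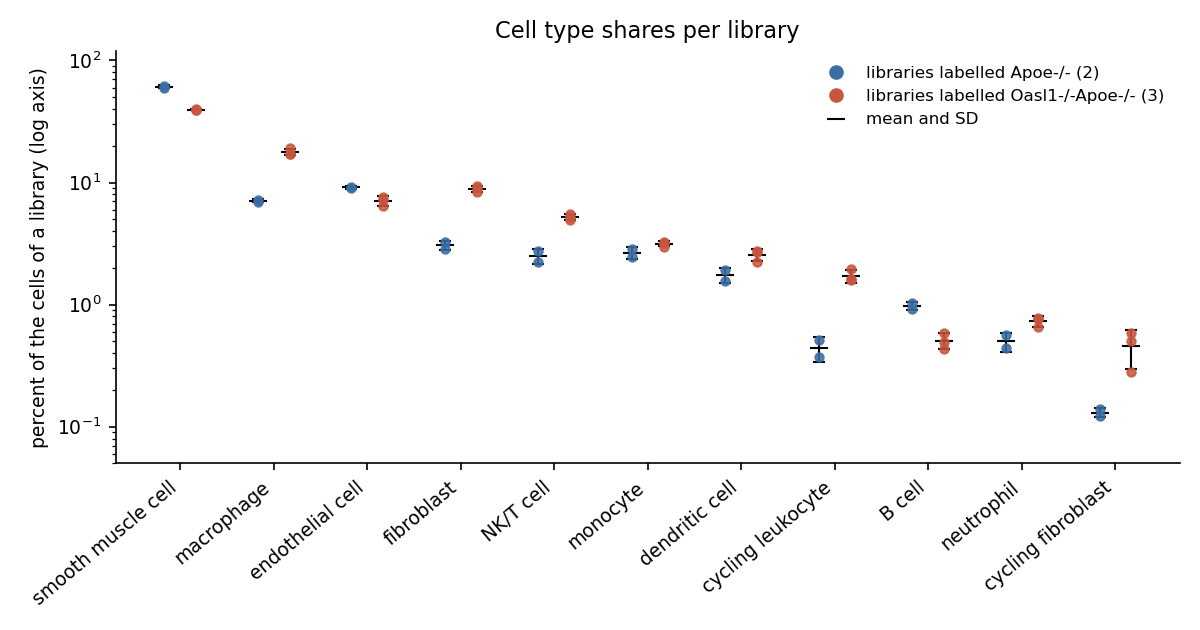
Percent of the cells of a library in each named cell type with at least 50 cells, on a log axis, with 1 point per library and the mean and SD of each group. Smooth muscle cells were at 60.7% in the Apoe-/- libraries and 39.4% in the libraries labelled Oasl1-/-Apoe-/-, and macrophages at 7.09% and 17.9%.

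Expression was then compared gene by gene. In the whole aorta 4045 of 9836 genes were past the threshold by limma, 2014 higher and 2031 lower in the libraries labelled Oasl1-/-Apoe-/-. Reweighting the libraries to the same cell type shares moved this count most, to 997 genes. In 62.3% of the genes the groups' libraries did not overlap, where chance gives 20%. Within cell types, 524 of 8981 genes were past the threshold in smooth muscle cells (337 higher, 187 lower), 291 of 9475 in endothelial cells (205 higher, 86 lower), 1321 of 7907 in macrophages (681 higher, 640 lower), 337 of 9467 in fibroblasts (202 higher, 135 lower), 279 of 7676 in monocytes (145 higher, 134 lower), 140 of 8257 in NK/T cells (97 higher, 43 lower) and 123 of 7585 in dendritic cells (86 higher, 37 lower). These counts also follow the number and depth of the cells and are not ranked as sizes of effect. Of the genes past the threshold, 333 in smooth muscle cells, 226 in endothelial cells and 682 in macrophages were also past it in the same direction in the whole aorta. In all 7 cell types, 17 genes were past the threshold in the same direction. Higher were Bst2, Hspa8, Ifi27l2a, Ifitm3, Isg15, Ly6a, Pfn1 and Xaf1. Lower were Gm43301, Rpl12, Rpl30, Rpl5, Rpl7a, Rps10, Rps12, Tpt1 and mt-Nd2. Those outside the naming rule were listed after their values were seen.

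Among the genes named by rule in the whole aorta, Ifi27l2a (ENSMUSG00000079017, chromosome 12, 103442167 to 103443680) rose from 0.779 ± 0.00237 CP10K (SD, n = 2) to 8.20 ± 0.583 CP10K (SD, n = 3), a log2 difference of 3.31 (limma adjusted p 4.3e-10). The others with the largest rise were Ccl21a, Col2a1, Ccl8 and Ccl7, and those with the largest fall were Gm43301, Hbb-bt, Des, Slc25a34 and Alas2. Ccl21a (ENSMUSG00000094686, chromosome 4, 42772860 to 42773993) was listed at 0 in the Apoe-/- libraries and had 609, 848 and 704 UMIs, in 13, 12 and 18 cells, in the libraries labelled Oasl1-/-Apoe-/-. Des (ENSMUSG00000026208, chromosome 1, 75360329 to 75368579) was at 1.80 ± 0.183 CP10K (SD, n = 2) against 0.689 ± 0.0300 CP10K (SD, n = 3), a log2 difference of −1.32. Gm43301 (ENSMUSG00000105430, chromosome 5, 122581469 to 122584853, plus strand) had 1770 and 1598 UMIs in 29.1% and 25.3% of the cells of the Apoe-/- libraries and was listed at 0 in each library labelled Oasl1-/-Apoe-/-. It overlaps the oppositely transcribed gene Ift81, and how the authors' counting used strand was not examined here.

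Within cell types, the genes with the largest rise in endothelial cells were Gpihbp1, Ifi27l2a, H2-Eb1, Cd74 and H2-Aa, and those with the largest fall were Hbb-bt, Hbb-bs, Hba-a1, Hba-a2 and Gm43301. Gpihbp1 (ENSMUSG00000022579, chromosome 15, 75596628 to 75599481) was listed at 0 in the Apoe-/- libraries and had 69, 81 and 133 UMIs, in 8, 18 and 16 cells, in the libraries labelled Oasl1-/-Apoe-/-. In smooth muscle cells the genes with the largest rise were Ifi27l2a, Lgals3bp, Dbp, Cd74 and 1500011B03Rik, with Dbp at 0.294 ± 0.0421 CP10K (SD, n = 2) against 1.06 ± 0.0387 CP10K (SD, n = 3), a log2 difference of 1.69 (limma adjusted p 4.6e-10). In macrophages, with the clusters weighted as given above, Ly6a, Plac8, Ms4a4c, Ifi27l2a and AW112010 rose most and Gm43301, Bex1, Fabp4, Fabp5 and Il1a fell most. The largest rises were in H2-Q7, H2-Q6, Chl1, Msln and Cilp in fibroblasts, in Ifit3, Ccl17, Inhba, Ccl12 and Slfn1 in monocytes, in Usp18, Dcn, Ifit1, Prss2 and Lum in NK/T cells and in Cxcl9, Ly6a, Ifi213, Usp18 and Oas1a in dendritic cells. H2-Q7 and H2-Q6 are near-identical copies whose UMIs the counting could split, and Chl1, Msln, Cilp and Prss2 were listed at 0 in a whole Apoe-/- library. Dcn and Lum are among the markers used to name fibroblasts, and free RNA of fibroblasts was not removed from the NK/T values. The largest falls in these 4 types and in smooth muscle cells were in haemoglobin genes and Gm43301, except in dendritic cells, where they were in Gm43301, Hbb-bs, 2610528A11Rik, Rgs5 and Lyz2.

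The 7 fixed gene lists were tested to ask whether the genes of a process moved together. Irf7 belongs to both the interferon and the proinflammatory list, and Ccl2 and Selp are in a fixed list and in a panel of the study. In the whole aorta, the type I interferon list had a mean log2 difference of 2.03, with 12 of 12 tested genes past the threshold (camera adjusted p 7.3e-15). Under the mean of the deposited log values, which moved it most, the mean difference was 0.35 on that scale. The MHC antigen presentation list had 1.17, with 13 of 13 past (1.1e-14), and the proinflammatory list 1.29, with 6 of 6 past (4.2e-06). The smooth muscle contraction list had −0.65, with 14 of 14 past and lower (2.6e-12). The adhesion list had 0.21, with 3 genes past and higher (Selplg, Vcam1, F11r), 2 past and lower (Icam2, Pecam1) and a camera adjusted p of 0.517. The nitric oxide list had a mean of 0.04 and a median of −0.07, with 2 genes past and higher (Gch1, Nostrin), 5 past and lower (Klf2, Cav1, Ddah2, Klf4, Nos3) and a camera test that pointed down (0.647). The ribosomal list had a mean of 0.0004 and a median of −0.03, with 20 genes past and higher, 26 past and lower and a camera test that pointed down (0.517). Adjusted over the list alone, the counts were the same in the first 5 lists, 8 in the nitric oxide list and 48 in the ribosomal list. The interferon, MHC and smooth muscle calls held with an estimated correlation (adjusted p 0.0360, 0.0360 and 0.0334), that of the proinflammatory list did not (0.0512), and all 4 held under fry. Fry also called the adhesion (0.0439) and nitric oxide (0.0471) lists, whose members moved both ways.

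With the libraries reweighted to the same cell type shares, the interferon list remained at 1.49 and the smooth muscle contraction list at −0.13 (camera adjusted p 2.5e-04). Within cell types, the interferon list was higher in each of the 7 types tested, from 1.43 in endothelial cells to 2.04 in NK/T cells, with 1.55 over the 4 genes that could be tested in smooth muscle cells. The smooth muscle contraction list was at −0.12 within smooth muscle cells. It was lower in the leukocyte types and fibroblasts as well, from −0.32 in fibroblasts to −1.64 in monocytes. Free RNA of smooth muscle cells was not removed from these values, and smooth muscle cells were fewer in the libraries labelled Oasl1-/-Apoe-/-. A change within those types is therefore not shown.

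**Figure D3:**
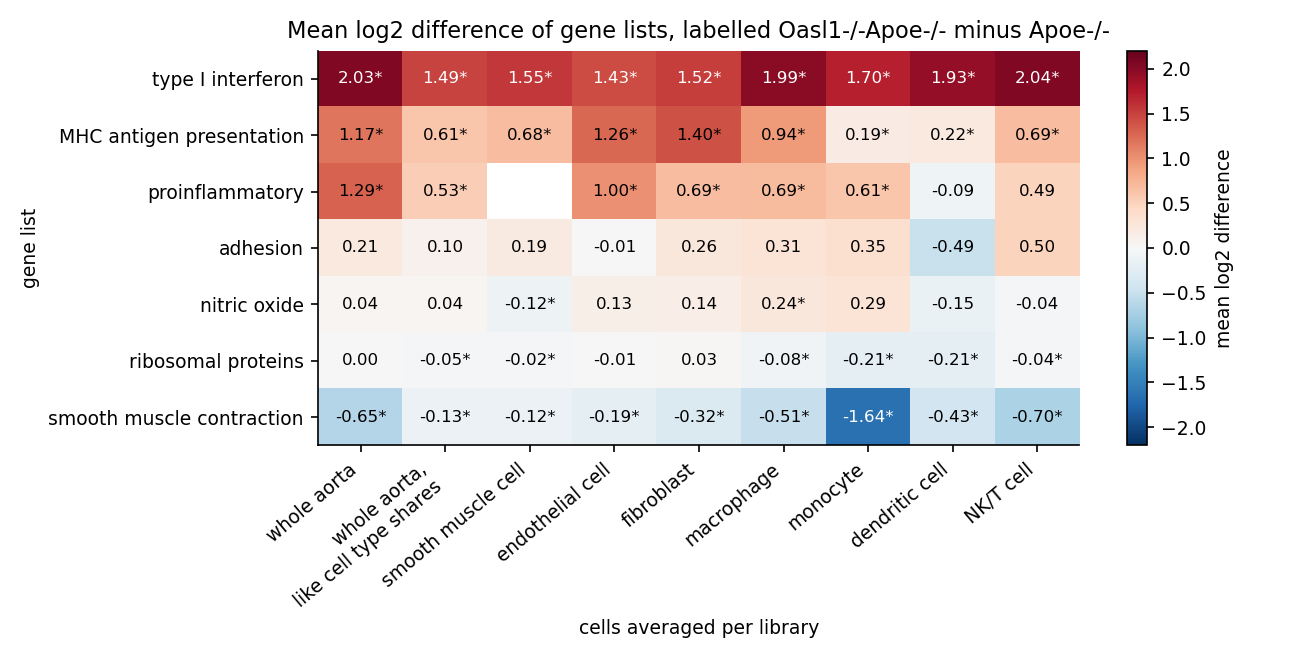
Mean log2 difference (libraries labelled Oasl1-/-Apoe-/- minus Apoe-/- libraries) of 7 gene lists, in rows, over the cells averaged per library, in columns; an asterisk marks a camera adjusted p under 0.05. The type I interferon list was higher in each column, from 1.43 in endothelial cells to 2.04 in NK/T cells among the cell types.

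The study's central comparison concerned endothelial cells, of which the Apoe-/- libraries held 377 and 389 and the libraries labelled Oasl1-/-Apoe-/- held 245, 246 and 207, with median UMIs of 2785 and 2792 against 3418, 3419.5 and 3575. Nos3 (ENSMUSG00000028978, chromosome 5, 24364810 to 24384474) was at 2.18 ± 0.0273 CP10K (SD, n = 2) against 2.08 ± 0.0776 CP10K (SD, n = 3) in endothelial cells, a log2 difference of −0.07 (SE 0.125, limma adjusted p 0.907, exact permutation p 0.3). No difference was detectable at this depth, and endothelial cells without a UMI of leukocyte or smooth muscle genes gave 0.24, the alternative farthest from it. In the whole aorta, where endothelial cells were fewer in the libraries labelled Oasl1-/-Apoe-/-, Nos3 was at 0.214 ± 0.00321 CP10K (SD, n = 2) against 0.160 ± 0.0117 CP10K (SD, n = 3), a log2 difference of −0.33 (limma adjusted p 0.0044).

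Of the adhesion genes that the study compared in its endothelial cluster, Icam1 (ENSMUSG00000037405, chromosome 9, 21015985 to 21028817) was at 6.58 ± 0.189 CP10K (SD, n = 2) in the Apoe-/- libraries and 5.30 ± 0.638 CP10K (SD, n = 3) in the libraries labelled Oasl1-/-Apoe-/-, a log2 difference of −0.32 (SE 0.101, limma adjusted p 0.0833). It passed the threshold under limma-voom, with a log2 difference of −0.37, and over the adhesion list alone. Icam2 (ENSMUSG00000001029, chromosome 11, 106377656 to 106388075) was at 6.77 ± 0.581 against 5.83 ± 0.188 CP10K (SD, n = 2 and 3), a log2 difference of −0.21 (limma adjusted p 0.344). Selplg was below the filter, at 0.0167 ± 0.00108 against 0.0522 ± 0.00844 CP10K (SD, n = 2 and 3). Vcam1 (0.09), Pecam1 (−0.06), Sele (0.44), Il1b (−0.02), Tnf (0.57) and Irf7 (0.85) had log2 differences that were not past the threshold. Ccl2 (ENSMUSG00000035385, chromosome 11, 82035571 to 82037453) rose from 0.266 ± 0.138 CP10K (SD, n = 2) to 0.913 ± 0.123 CP10K (SD, n = 3), a log2 difference of 1.67 (limma adjusted p 2.3e-07). In endothelial cells without a UMI of leukocyte or smooth muscle genes its log2 difference was −0.07. Il6 had a log2 difference of 1.93 (limma adjusted p 1.4e-04) at 0.0168 ± 0.0238 against 0.207 ± 0.0946 CP10K (SD, n = 2 and 3).

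By lists, endothelial cells of the libraries labelled Oasl1-/-Apoe-/- had a mean log2 difference of 1.43 in the type I interferon list (10 of 12 past, 11 adjusted over the list alone, camera adjusted p 7.4e-30), 1.26 in the MHC antigen presentation list (9 of 13 past, 12 over the list alone, 1.7e-46) and 1.0 in the proinflammatory list (2 of 5 past, 3 over the list alone, 3.6e-06). The smooth muscle contraction list was at −0.19 with 0 of 12 genes past over either set (camera adjusted p 0.0348), a call that held neither with an estimated correlation (0.452) nor under fry (0.623). The adhesion list was at −0.01 with 0 of 7 genes past over all genes and 1 over the list alone (0.348). The nitric oxide list had a mean of 0.13 and a median of −0.01, with 0 of 9 past over either set (0.398), and the ribosomal list a mean of −0.01, with 20 of 94 past and 31 over the list alone (0.175). These counts of 0 are from limma over the 9475 tested endothelial genes, among which 1116 had an unadjusted p under 0.05. Endothelial MHC and interferon genes included Cd74 (1.81 ± 0.779 against 12.2 ± 1.77 CP10K; SD, n = 2 and 3), H2-Eb1 (0.410 ± 0.249 against 3.17 ± 0.505 CP10K; SD, n = 2 and 3) and Ifi27l2a (0.218 ± 0.0949 against 2.61 ± 0.704 CP10K; SD, n = 2 and 3). Free RNA of leukocytes was not removed from these values, nor was that of smooth muscle cells from the values of the contraction list.

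**Figure D4:**
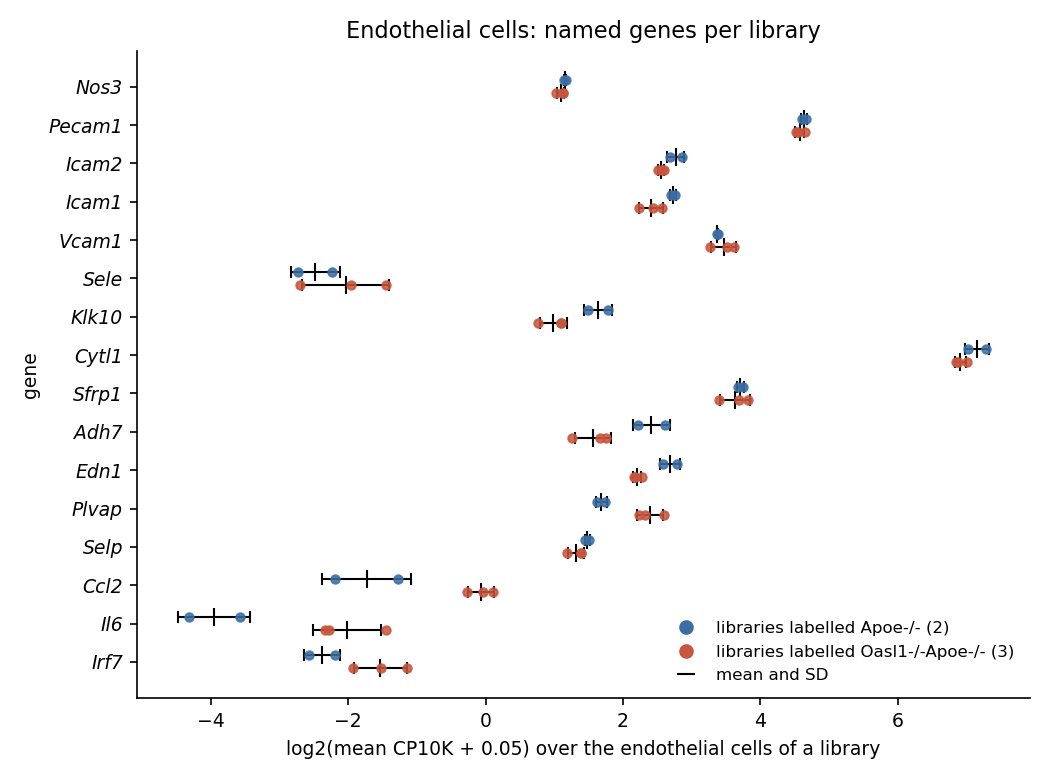
Log2 of the mean CP10K plus 0.05 over the endothelial cells of each library for genes named in the text and further panel genes, with 1 point per library and the mean and SD of each group. Nos3 lay at 2.18 and 2.08 CP10K, while Ccl2 rose from 0.266 to 0.913 CP10K in the libraries labelled Oasl1-/-Apoe-/-.

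The study named panels of genes for endothelial sub-clusters that it found fewer and more in the Oasl1-/-Apoe-/- aortas. The prototypical panel (Cytl1, Klk10, Sfrp1 and Adh7) had a mean log2 difference of −0.46 (camera adjusted p 3.6e-07), with Adh7 (−0.85), Klk10 (−0.65) and Cytl1 (−0.24) past the threshold. Leaving out a library moved Cytl1 to between −0.37 and −0.12. The panel of the other sub-cluster had a mean of 0.49 over 6 genes (camera adjusted p 4.7e-06), with Ccl2 (1.67), Plvap (0.70), Lgmn (0.61) and Ctla2a (0.60) past and higher and Edn1 (−0.49) past and lower. In endothelial cells without a UMI of leukocyte or smooth muscle genes, the means were −0.29 and 0.10, and only the first was then past the threshold (adjusted p 0.00214 and 0.152).

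Re-clustering 1568 cells of the endothelial clusters without the 291 genes that differed gave 12 sub-clusters. Genes that differed were still among the 10 top genes of 9 of them, and made up 8 of the 10 in the sub-cluster led by Sprr1a, so the shares remain tied to expression differences. A sub-cluster led by Sprr1a, Ccl2 and Mmp3 held 3.42% ± 0.369 (SD, n = 2) of the endothelial cells of the Apoe-/- libraries and 12.4% ± 2.74 (SD, n = 3) of those labelled Oasl1-/-Apoe-/- (exact permutation p 0.1, adjusted 0.2). Correction by library moved its difference most, from 8.97 to 6.88 percentage points. Sub-clusters led by Hba-a1 (15.05% against 11.5%), Cst6 (10.4% against 7.88%) and Rgs5 with smooth muscle genes (6.61% against 3.83%) were lower in the libraries labelled Oasl1-/-Apoe-/-. Without Apoe-/- replicate 1 the difference of the Hba-a1 sub-cluster shrank from −3.55 to −0.911 percentage points and that of the Rgs5 sub-cluster from −2.78 to −1.77. Those led by Il1b with macrophage genes (1.71% against 3.17%) and by Ccl21a with lymphatic genes (no cells against 3.75%) were higher. Each of these 5 had an exact permutation p of 0.1. The remaining sub-clusters, led by Heatr3 (16.0% against 12.8%, exact p 0.2), Cxcl10 (5.62% against 9.09%, exact p 0.2), Cxcl5 (12.5% against 9.52%, exact p 0.3), G0s2 (11.2% against 10.1%, exact p 0.4), Mt2 (10.99% against 9.88%, exact p 0.5) and Klk10 (6.48% against 6.11%, exact p 0.9), had a higher exact p, although the libraries of the groups did not overlap for Heatr3, Cxcl10 and Cxcl5. No sub-cluster passed 0.05, which 2 against 3 libraries cannot reach. Sub-clusters depended on the settings. Of the 12, those matched by at least 50% of their cells numbered 5 at a resolution of 0.5, 9 at a resolution of 2, 5 with 12 components, 8 after correction by library and 5 with all genes kept.

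**Figure D5:**
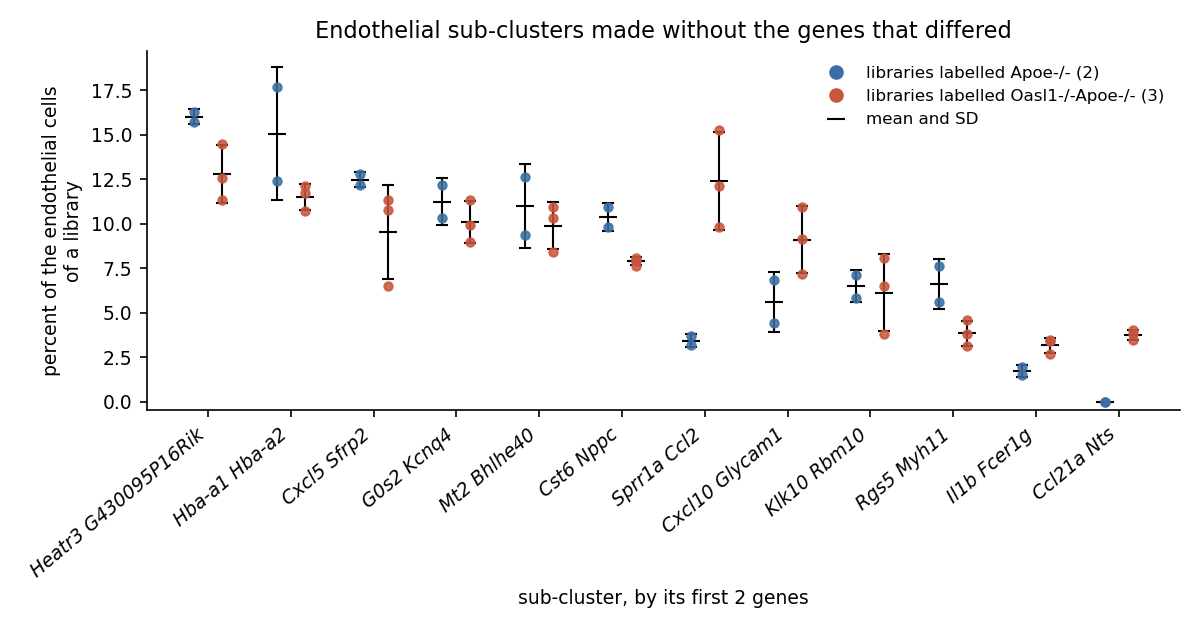
Percent of the endothelial cells of each library in 12 sub-clusters made without the genes that differed between the groups, with 1 point per library and the mean and SD of each group. The Sprr1a and Ccl2 sub-cluster held 3.42% in the Apoe-/- libraries and 12.4% in the libraries labelled Oasl1-/-Apoe-/-.

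The labels give no sequencing batch or date, so batch and group cannot be separated beyond the replicate libraries. The mean squared difference per gene over 9821 genes, in units of sampling noise, was 0.911 to 1.08 between random parts of a library, 4.35 between the Apoe-/- libraries, and 1.389, 1.398 and 1.036 between replicates 1 and 2, 1 and 3, and 2 and 3 labelled Oasl1-/-Apoe-/-. Between libraries of different groups it was 14.3 to 18.2. For the last pair within the group, 18 of 100 reassignments of cells gave a value as high.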

Values the study reported

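The study reported 20,876 aortic cells in total and 2,121 endothelial cells among them.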

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

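The tests of genes near the detection floor were written before their results were seen, and the test without Klf2 and Klf4 was chosen only after the result was seen. Both patterns were picked because a gene list moved one way in every library labelled Oasl1-/-Apoe-/- in one cell type and the opposite way in each of them in another. In neither case was the difference between the cell types tested.

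The adhesion list had a mean log2 difference of 0.496 in NK/T cells (5 genes, 0.433 to 0.609 in the libraries labelled Oasl1-/-Apoe-/-) and −0.492 in dendritic cells (6 genes, −0.539 to −0.414). Against single Apoe-/- libraries the value in NK/T cells ranged from 0.0153 to 1.03, so its size depended on which Apoe-/- library it was set against. With list genes of at least 0.5 CP10K, of which 2 were left in each type, the mean was −0.08 in NK/T cells and 0.43 in dendritic cells, and the difference between them turned to −0.51. The pattern is therefore consistent with counts of genes near the detection floor, which vary most between libraries of few cells. The genotype stays open and was not tested separately, and the difference in depth between the groups within these types was not tested for this list.

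The nitric oxide list had a mean log2 difference of 0.244 in macrophages (7 genes) and −0.116 in smooth muscle cells (6 genes) of the libraries labelled Oasl1-/-Apoe-/-. The detection floor is argued against, since the 4 list genes of at least 0.5 CP10K in each type gave 0.32 in macrophages and −0.15 in smooth muscle cells, a difference of 0.473. Without Klf2 and Klf4 the difference was 0.189, with 0.18 in macrophages and −0.0076 in smooth muscle cells (−0.060 to 0.043 over the libraries labelled Oasl1-/-Apoe-/-), so the opposite movement may rest on these 2 genes alone. The share of each macrophage cluster differed between the groups, as given in the report, and whether that moved the list was not tested. The genotype stays open as an untested explanation.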

How the results depend on the processing

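The alternatives chosen only after the data were seen were replicates 2 and 3 labelled Oasl1-/-Apoe-/- as 1 library, all cells of the endothelial clusters, reweighting and filters for gene lists, filters for Nos3, adhesion genes and panels, sub-clusters without differing genes, the low-UMI cluster counted as leukocytes, and those of Oasl1 and Apoe. Where a cause is not given, the cause was not tested. A fit without 1 Apoe-/- library leaves a lone library in that group, which is then assumed to vary like the other group.

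Of 140 alternative values of cell type shares, 137 kept their direction, with smooth muscle cells between −22.5 and −19.9 percentage points and macrophages between 10.1 and 12.1. With cells other than smooth muscle cells as denominator, monocytes (−1.59), dendritic cells (−0.218) and neutrophils (−0.0664) reversed, because that denominator is a larger part of the libraries labelled Oasl1-/-Apoe-/-, where smooth muscle cells were fewer. On it endothelial cells fell by more (−11.5, against −2.02), as did B cells (−1.65, against −0.470). Over the libraries left out, monocytes ranged from 0.279 (without Apoe-/- replicate 2) to 0.682. The leukocyte difference kept its direction in 13 of 13 alternatives, from 11.9 to 17.1 percentage points. No exact p of a share was able to pass 0.05, so none says that a share is stable. Of the sub-cluster shares, 113 values kept their direction and 3 reversed. The Mt2 sub-cluster reversed without Apoe-/- replicate 2 (0.548) and ranged from −2.77 to 0.548 over the libraries left out. The Klk10 sub-cluster reversed without Apoe-/- replicate 1 (0.272) and without replicate 1 labelled Oasl1-/-Apoe-/- (0.798), and ranged from −1.35 to 0.798 over the libraries left out. Others kept their direction over the libraries left out but moved by over 1.5 times: Hba-a1 (−6.19 without Apoe-/- replicate 2 to −0.911 without replicate 1), Rgs5 (−3.79 to −1.77, the last without Apoe-/- replicate 1), G0s2 (−2.09 without Apoe-/- replicate 1 to −0.248 without replicate 2), Cxcl10 (2.28 to 4.67, the first without Apoe-/- replicate 1) and Cxcl5 (−3.85 to −1.43, the last without replicate 2 labelled Oasl1-/-Apoe-/-). The correction by library gave −0.804 for Cxcl5, −1.40 for Cst6 and −1.87 for Klk10, all genes kept gave −0.977 for Cst6, 12 components gave 0.428 for Il1b, the higher resolution gave −0.451 for G0s2, and replicates 2 and 3 as 1 library gave −0.955 for Klk10. The monocyte and neutrophil shares at the lower clustering resolution, the neutrophil share among cells of at least 1000 UMIs and the smooth muscle share on the other denominator gave no value, nor did sub-clusters that no sub-cluster of an alternative matched.

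Counts of genes past the threshold stayed within 1.5 times the main count in 83 alternatives and left that range in 33. Fewer genes were tested with a mean of at least 0.5 CP10K, and 1564 genes against 4045 were past the threshold in the whole aorta and 844 against 1321 in macrophages. With no filter, more genes shared the adjustment, and 92 against 140 were past it in NK/T cells, 137 against 291 in endothelial cells, 187 against 337 in fibroblasts and 181 against 524 in smooth muscle cells. Equal cell type shares remove differences in the shares of the types by construction, but not those between clusters within a type, as in macrophages. Lymphatic cells and the interferon-led cluster were weighted together, so their single shares were not made equal. This setting gave 997 genes in the whole aorta, 642 higher (64.4%, against 49.8%) and 355 lower. Endothelial cells with no UMI of leukocyte or smooth muscle genes were fewer and gave 71 genes. With replicates 2 and 3 labelled Oasl1-/-Apoe-/- as 1 library, which leaves fewer samples, 73 genes passed in NK/T cells, 67 in dendritic cells, 138 in fibroblasts, 829 in macrophages and 262 in smooth muscle cells. Limma-voom shifted the percentage of higher genes from 69.3% to 51.9% in NK/T cells, from 69.9% to 54.9% in dendritic cells, from 70.4% to 60.4% in endothelial cells, from 59.9% to 42.8% in fibroblasts and from 52.0% to 41.5% in monocytes. By less than 10 points, but with the majority turned, macrophages went from 51.6% higher to 42.1% with the mean of log values (654 higher, 898 lower), 44.3% with the higher filter (374 and 470) and 49.96% with limma-voom. The majority turned likewise in monocytes, from 145 higher and 134 lower to 127 and 138 with a pseudocount of 0.5 and to 102 and 123 without replicate 1 labelled Oasl1-/-Apoe-/-. The whole aorta, at 49.8%, was at 43.0% with quantile normalization, but most genes were higher with no filter (54.9%), the mean of log values (53.4%), replicates 2 and 3 as 1 library (51.9%) and without any 1 library (50.4% to 52.7%), so its balance has no stable direction. No alternative moved the median log2 difference of all genes by over 0.1.

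Leaving out 1 library, the counts ranged from 3184 to 4030 in the whole aorta, 193 to 267 in endothelial cells (193 without Apoe-/- replicate 2), 72 to 203 in NK/T cells, 66 to 126 in dendritic cells, 147 to 731 in fibroblasts, 826 to 1570 in macrophages, 101 to 225 in monocytes and 276 to 694 in smooth muscle cells. Without replicate 1, 2 or 3 labelled Oasl1-/-Apoe-/-, they were 73, 81 and 72 in NK/T cells, 194, 147 and 157 in fibroblasts, 870, 848 and 826 in macrophages and 286, 276 and 279 in smooth muscle cells. Dendritic cells had 66 and 71 without replicate 2 or 3 of that group. Without Apoe-/- replicate 1 or 2, fibroblasts had 731 and 665 and monocytes 182 and 101. Fewer samples lower the power, while the cause of the higher counts in fibroblasts was not tested.

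Libraries of the groups share replicate numbers, but the labels do not say that a number marks a batch, and the r of the deviations of libraries with the same number was 0.0148 and 0.0429 for the 2 pairs. As a pairing is not shown over all genes, the replicate block is an alternative alone. Across 91 ribosomal genes, the difference between the Apoe-/- libraries followed that between replicate 1 and the others labelled Oasl1-/-Apoe-/- (Pearson r 0.885). For these genes a shift shared by libraries of the same number is therefore not excluded. With the block, 3017 genes were past the threshold in the whole aorta, 307 in endothelial cells and 180 against 279 in monocytes, and endothelial Irf7 (1.05) was past it. The G0s2 sub-cluster difference was −0.620 and that of Klk10 −1.35. The paired difference in leukocytes was 15.3 percentage points, the endothelial smooth muscle contraction list turned to 0.0156 and the ribosomal list of the whole aorta to −0.0078. The block changed the call or direction of no other list, panel or share.

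The interferon, MHC, proinflammatory and adhesion lists of the whole aorta kept their direction and call in each of 15 alternatives, as did smooth muscle contraction (−0.88 to −0.13). The interferon list ranged from 0.35 to 2.95 and the MHC list from 0.61 to 1.35. The nitric oxide list of the whole aorta reversed with a pseudocount of 0.5 (−0.055), with a mean of at least 0.5 CP10K (−0.34, adjusted p 0.0157, where the range over alternatives was 0.0157 to 0.996), with quantile normalization (−0.0039) and with the mean of log values (−0.094). The ribosomal list of the whole aorta, at a mean near 0, reversed with a pseudocount of 0.5 (−0.0082), the higher filter (−0.012), quantile normalization (−0.028), the mean of log values (−0.025), replicates 2 and 3 as 1 library (−0.0084) and equal cell type shares (−0.046, adjusted p 1.7e-05, range 1.7e-05 to 0.909). It ranged from −0.032 to 0.033 over the libraries left out, reversed without Apoe-/- replicate 1 (−0.032) and without replicate 2 (−0.0094) or 3 (−0.0078) labelled Oasl1-/-Apoe-/-.

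In endothelial cells the interferon (0.26 to 1.96), MHC (0.60 to 1.41), proinflammatory (0.073 to 1.45) and nitric oxide (0.0050 to 0.18) lists kept direction and call in all alternatives that gave a value. The proinflammatory list gave none at the higher filter. The adhesion list reversed with no filter (0.065), limma-voom (0.012), marker-gated cells (0.16), without Apoe-/- replicate 2 (0.015) and without replicate 1 labelled Oasl1-/-Apoe-/- (0.050), and ranged from −0.062 to 0.050 over the libraries left out. The smooth muscle contraction list lost its call with a pseudocount of 0.5 (−0.099), no filter (−0.14), the higher filter (−0.25), without Apoe-/- replicate 1 (−0.17) and without replicate 1 labelled Oasl1-/-Apoe-/- (−0.041). It reversed without replicate 3 of that group (0.016), with a range of −0.55 to 0.016 over the libraries left out and of −0.70 to 0.016 over all alternatives. The ribosomal list reversed with the mean of log values (0.00086, adjusted p 0.0424), limma-voom (0.0037), without Apoe-/- replicate 2 (0.0022) and without replicate 1 labelled Oasl1-/-Apoe-/- (0.0020), with a range of −0.022 to 0.0022 over the libraries left out and of −0.022 to 0.0037 over all alternatives, and it was called in marker-gated cells (−0.018, adjusted p 0.0447, range 0.0424 to 0.375).

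Of the panels, the prototypical panel kept its call (−0.61 to −0.29), and the other lost it in cells with no UMI of leukocyte or smooth muscle genes (0.10, adjusted p 0.152, the highest over its alternatives). Of the panel genes, with ranges over the libraries left out, calls were lost by Cytl1 (−0.37 to −0.12, without Apoe-/- replicate 1 or replicate 3 labelled Oasl1-/-Apoe-/-), Klk10 (−0.80 to −0.51) and Edn1 without Apoe-/- replicate 1, and Lgmn (0.39 to 0.83) without Apoe-/- replicate 2. Nos3 in endothelial cells, between −0.14 and 0.24, was higher with the mean of log values (0.019), in cells with no such UMI (0.24) and in marker-gated cells (0.10), and was past the threshold in none of 17 alternatives, where adjusted p ran from 0.619 to 0.957. Endothelial Icam1 was lower in all 17 (−0.45 to −0.15) and past the threshold with the higher filter (−0.32, adjusted p 0.0393) and limma-voom (−0.37, 0.0259), where adjusted p ran from 0.0259 to 0.560. Icam2 was lower in all 17 (−0.30 to −0.10) and past it in none. Oasl1 in the whole aorta was higher in all 14 (0.097 to 3.94). Apoe in the whole aorta was past the threshold with limma-voom (0.29, adjusted p 0.0298, range 0.0298 to 0.993) and reversed with equal cell type shares (−0.12) and without Apoe-/- replicate 2 (−0.073), with a range of −0.073 to 0.14 over the libraries left out and of −0.12 to 0.29 over all alternatives. Oasl1 by cell type moved when cells were thinned, to 0.0331 CP10K in macrophages, 0 in monocytes and 0.0781 in dendritic cells, as few of its UMIs are left at that depth.

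Of the 292 other calls of named genes, 4161 alternative values gave 3774 of the same direction and call, 381 of the same direction without the call and 6 reversals. The 14 named genes not called gave 218 values, with 10 past the threshold and 12 reversals. With equal cell type shares in the whole aorta, Icam1 (−0.16), Tnf (−0.14), Ddx3y (0.018), Myl9 (0.082), Actg2 (0.12) and Cav1 (0.040) reversed. In endothelial cells with no UMI of leukocyte or smooth muscle genes, those that reversed included Vcam1 (−0.16), Ccl2 (−0.065) and Eif2s3y (0.036). Endothelial Il1b reversed with a pseudocount of 0.01 (0.042), the mean of log values (0.026), replicates 2 and 3 as 1 library (0.088), without Apoe-/- replicate 2 (0.97) and without replicate 2 labelled Oasl1-/-Apoe-/- (0.17), ranging from −1.002 to 0.97 over the libraries left out. Over these, Icam1 in the whole aorta ranged from −0.0072 (without replicate 1 labelled Oasl1-/-Apoe-/-) to 0.11, Uty there from −0.022 (without Apoe-/- replicate 1) to 0.29, and Uty in endothelial cells from −0.053 (without Apoe-/- replicate 1) to 0.72. In endothelial cells, over the libraries left out, Tnf ranged from 0.11 (without Apoe-/- replicate 1) to 1.04, Sele from 0.15 to 0.77 (without replicate 3 and 1 labelled Oasl1-/-Apoe-/-), Vcam1 from 0.014 to 0.19 and Pecam1 from −0.097 to −0.031, with no call. Endothelial Irf7 was past the threshold without replicate 3 labelled Oasl1-/-Apoe-/- (1.05), with the mean of log values, limma-voom and marker-gated cells, and Vcam1 with the last 2 of these.

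Depth limits what can be seen. Endothelial cells numbered 207 to 389 per library with medians of 2785 to 3575 UMIs, and in the simulated comparison of that type a log2 change of 0.5 was called in 2.44% of the genes. That is a mean over all tested genes, and genes with a small SE, such as Nos3 (0.125), are limited less than it says.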

Other observations

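Most tests here were chosen only after the result was seen: those of the mix of cell types, macrophage RNA, swapped labels, Oasl2 reads, strain sequence, dissociation stress, mixed and lymphatic endothelial cells, a repeated deposit of a library, 1 cell suspension, red-cell RNA and the held-out interferon genes. The tests of depth, of Oasl1 at a like interferon score, of time of day, of tissue around the aorta and of a technical axis were written before.

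The type I interferon genes were higher in the libraries labelled Oasl1-/-Apoe-/-, with a mean log2 difference of 2.03 in the whole aorta. A different mix of cell types as the whole cause is argued against by the libraries reweighted to the same shares, in which the list remained at 1.49, and by the rise within each of 7 cell types. Thinning each cell to 1000 UMIs gave 2.04, with 1.99 in the lowest of the libraries labelled Oasl1-/-Apoe-/-. Thinning leaves the CP10K of a cell unchanged on average, so this value was set in advance, apart from noise and the cells left out. It therefore decides nothing about a difference in depth. In smooth muscle cells, free RNA of macrophages is argued against: 4 interferon genes reached 9.23% to 10.3% of the macrophage level, while 8 macrophage genes reached 0.181% to 0.279%, a ratio of at least 37.0 in each library. Besides depth, what stays open is the direction. Swapped labels of the groups cannot be told apart from a true difference. Oasl1 (log2 difference 1.88) is tagged outside the deleted part. Genes near it, such as Gm43301, differed, but without variants they do not show which group carries the targeted allele. The genotype itself stays open and untested.

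Oasl1 transcripts were higher in the libraries labelled Oasl1-/-Apoe-/-, although the gene should lack its promoter and exon 2. Reads of Oasl2 counted as Oasl1 are argued against, since the ratio of Oasl1 to Oasl2 was 0.168 and 0.174 in the Apoe-/- libraries and 0.447, 0.465 and 0.553 in the others, a log2 difference of 1.51. Oasl1 is itself an interferon gene, so a candidate explanation is the interferon response of the same cells, acting on what remains of the gene. Macrophages with a like interferon score still differed 5.47-fold in Oasl1 CP10K, against 8.90-fold without matching. The difference was not even over the score: mean Oasl1 was 0.0389 against 0.324 CP10K in macrophages with fewest interferon UMIs, and 0.844 (19 cells, 4 with a UMI) against 1.03 CP10K in those with at least 4 interferon UMIs per 1000. The same matching left held-out interferon genes different as well: of 13 genes, matched folds ran from 0.556 to 7.24 with a median of 1.79, and 1 reached the value of Oasl1. Since the score removes the response only in part, the interferon response cannot be told apart from another cause of the rise. Whether the remaining transcripts encode a protein cannot be read from 3′ tags.

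Gm43301, an antisense RNA on the same chromosome as Oasl1 and within 20 Mb of it, was found in 29.1% and 25.3% of the cells of the Apoe-/- libraries and was listed at 0 in all libraries labelled Oasl1-/-Apoe-/-. Sequence of another mouse strain kept around the targeted gene is a candidate explanation for this and for other genes nearby. This was tested on genes of smooth muscle cells with a known position, leaving out mitochondrial genes, interferon genes by name, Gm43301 and 1500011B03Rik. Within 20 Mb of Oasl1, 19 of 207 such genes were past the threshold, 9.18% against 5.62% of all such genes, and 9 of 215 overlapping windows elsewhere reached that share. The values fit such a stretch but 4.19% of the windows did so without it. No variants were read, since reads were not used here.

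Heat shock genes were higher in the libraries labelled Oasl1-/-Apoe-/-, with a mean log2 difference over 9 genes of 0.39 in smooth muscle cells to 0.97 in NK/T cells. Stress during dissociation of the tissue might raise them, and it would raise immediate early genes too. The mean of 13 immediate early genes over the cell types was 0.0463, a sum of opposite movements: it was higher in 4 of 7 types, with 0.28 in macrophages (10 genes past the threshold) and −0.30 in endothelial cells (9 past). A mean near 0 over opposite movements decides nothing, so dissociation stress cannot be told apart from other causes, the genotype among them.

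Dbp was higher in smooth muscle cells of the libraries labelled Oasl1-/-Apoe-/- by a log2 difference of 1.69. Tissue taken at another time of day may explain it. Of the clock genes in phase with Dbp, 8 of 8 were higher (7 past the threshold), and of those in the opposite phase, 4 of 4 were lower (2 past), a difference between the sets of 0.870. In fibroblasts the pattern was weaker, with 6 of 8 higher, 1 of 3 lower and 0 past the threshold by limma. The time at which tissue was taken is not in the labels, and an effect of the genotype on the clock was not tested.

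Lymphatic, cartilage and mesothelial genes were higher in the libraries labelled Oasl1-/-Apoe-/-. More tissue around the aorta taken with it might bring all markers of that tissue. Summed lymphatic markers rose by 3.03 on the log2 scale and mesothelial markers by 1.12, Schwann cell markers differed by 0.0471, less than the spread between libraries, and adipocyte markers were listed at 0 in the Apoe-/- libraries and at 0.00340 CP10K in the others. Schwann cell and adipocyte markers lay near the detection floor and near the limit of 3 cells per gene, so the test decides nothing, and more surrounding tissue cannot be told apart from growth of lymphatic vessels or cartilage with the genotype.

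The higher of the endothelial panels, with Ccl2, Plvap, Lgmn and Ctla2a among its genes, had a mean log2 difference of 0.490. Lymphatic cells counted as endothelial are argued against as its cause, because that value was obtained with these cells left out. In endothelial cells with no UMI of leukocyte or smooth muscle genes it was 0.0986. RNA of other cell types mixed into endothelial cells is a candidate explanation. However, that filter also removed cells of higher depth and left 73 to 146 cells per library. With all genes kept, the sub-cluster led by Ctla2a and Gpihbp1 was the deepest of those named endothelial, at 1.68 times the library's median UMIs. The fall therefore does not tell mixed RNA from the loss of such cells. Among the panel genes Ccl2 fell to −0.07 in the filtered cells. The interferon list in the same cells was still 1.32. The genotype stays open for the panel as well.

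Replicates 2 and 3 labelled Oasl1-/-Apoe-/- differed by no more than sampling noise over genes. Repeated deposit of one library is argued against, since 6 cell barcodes were shared, while other pairs shared 9 to 22. Counts of cell types between libraries of one group had a chi-square over degrees of freedom of at most 1.07, as parts of 1 cell suspension would give. If these libraries are such parts, the spread within groups is that of handling and not of mice, and the adjusted p-values of single genes cover less than the spread between animals. No biological explanation was tested.

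Ribosomal protein genes differed between replicate libraries of a group beyond sampling noise. Across 91 ribosomal genes, which are not independent replicates, the difference between the Apoe-/- libraries and that between replicate 1 and the mean of the others labelled Oasl1-/-Apoe-/- had a Pearson r of 0.885 (permutation p 2e-05, the smallest the permutations can give). A shared technical axis of library preparation is therefore a candidate explanation, and directions of single ribosomal genes between the groups may carry it. No biological explanation was tested for the differences between replicates.

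The mean haemoglobin CP10K was lower in each of 7 cell types of the libraries labelled Oasl1-/-Apoe-/-. In macrophages the libraries overlapped (1.55 and 14.5 against 5.60, 0.589 and 0.489 CP10K), and without Apoe-/- replicate 2 the direction there turns. Free RNA of red blood cells would give all types a like level, but the mean haemoglobin CP10K of the highest type was 46.7 times that of the lowest in an Apoe-/- library. In the named cell types, 1% of the cells held 92.6% and 92.8% of the haemoglobin UMIs of the Apoe-/- libraries and 96.7%, 85.1% and 9.87% of those labelled Oasl1-/-Apoe-/-. The means therefore rest on few cells in every library but replicate 3 labelled Oasl1-/-Apoe-/-. Free RNA as the only source is argued against, while red cells captured together with other cells were not tested. Over all these cells, a haemoglobin UMI was found in 52.3% and 53.2% against 19.7%, 24.5% and 21.8%, with a median of 1 UMI in the cells that had any, so a lower background in the second group may add to the difference. How well blood was washed out is not in the labels, and the genotype stays open and untested.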
